A study of Mus musculus with 12 samples. Its data were reported in "PRC1 Catalytic Activity Is Central to Polycomb System Function" (2020).

How the data were processed

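CaptureC measures how often a chosen restriction fragment, the bait, is ligated to other fragments of the genome after crosslinking, so that fragments which lie close together in the nucleus gain reads. It was carried out in mouse embryonic stem cells (ESCs) in 4 groups of 3 biological replicates, 12 samples in all. In PRC1CPM cells the catalytic activity of Polycomb repressive complex 1 (PRC1) is removed by hydroxytamoxifen (OHT), which switches the Ring1b gene to a form that still makes protein but is catalytically inactive, in a background where Ring1a carries inactivating mutations. These cells were untreated or received 800 nM OHT for 72 h. In PRC1DEG cells Ring1a is deleted and RING1B carries a degron, so that auxin (0.5 mM for 6 h) leads to its degradation. The Control line has the auxin receptor without the degron and also received auxin for 6 h. The auxin experiment had been published earlier and was separate from that in PRC1CPM cells.

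The authors aligned and filtered the paired-end reads with HiCUP and Bowtie2 and obtained weighted read counts and interaction scores with CHiCAGO from merged replicates. A CHiCAGO score is a weighted significance of the reads on a fragment against the number expected at its distance from the bait. The authors pooled fragments with a score of at least 5 in any sample, joined fragments that lay close together into interaction peaks, and deposited 1 table with 842 interactions of 44 baits, all on the chromosome of the bait. The deposited signal values are weighted read counts divided by the reads on captured promoters and by the number of promoters in the experiment, summed over the fragments of an interaction. The deposited score values are CHiCAGO scores summed over the same fragments, with the value of the summit fragment alone beside them. Each value was divided by the number of fragments to give the mean normalized read count and the mean score per fragment. Further deposited columns state whether the interaction or the bait overlaps a site bound by both RING1B and PCGF2, a subunit of canonical PRC1. A second deposited file names 24 baits with their positions and oligonucleotides. The other 20 baits are unnamed there and were set apart.

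The table gives 1 column per group, so values per replicate were not analysed here, and no spread between replicates or p-value between conditions can be given. The 4 groups came from the sample labels and the columns were matched to them by name.

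The genome build was checked with the bait oligonucleotides. All 24 bait fragments began with GATC, the DpnII site, at their given position in GRCm38, and all 24 left and 24 right oligonucleotides matched within 200 bp of the fragment. Coordinates are therefore given in GRCm38, counted from 1. Genes, exons and transcription start sites (TSSs) were taken from protein-coding transcripts of the GENCODE M21 basic annotation.

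Interactions of the 24 named baits were split into those that overlap a RING1B and PCGF2 site, called PCGF2 sites, and all others, called other sites. The design had planned a background of interactions free of any RING1B peak. The table marks only sites with both proteins, so other sites can include RING1B peaks without PCGF2, and the planned class of all RING1B peaks was not analysed here. Changes were computed as log2 ratios of the mean normalized read counts after adding a pseudocount of 0.000350, the smallest non-zero value among them. Where a group has 0 reads, the ratio is set by the pseudocount and can be extreme. Medians carry 95% intervals from 10000 bootstrap draws that resampled baits with all their interactions. They describe variation between baits in these pooled libraries, not between biological replicates. Intervals of correlations with distance used 2000 draws. For the background comparison, 10000 random lists were drawn in which each interaction at a PCGF2 site was replaced by 1 of the 20 other-site interactions nearest to it in log mean read count and log distance. An interaction was called in a group when its summit fragment had a score of at least 5.

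The smallest steps between values gave the value of 1 weighted read in each library. At a tolerance of 0.1, 100% of the values came out as whole reads. In the auxin libraries 2 step sizes were present, which split the baits into a set of 19, with 18 of the named baits, and a set of 25, with 6 of them. The auxin data were therefore taken to come from 2 capture experiments normalized separately, although the sample labels do not say so. Results are also given within each bait set. Recovered reads were used for the precision of single interactions (95% Wilson intervals of the share of reads in the treated library, converted to log2 ratios), for a floor of 3 weighted reads, and for a two-sided binomial test of each of the 414 interactions of named baits with Benjamini-Hochberg adjustment. That test compares pooled libraries, not conditions. Reads have no molecular identifiers, so intervals and floors cover at most counting error. The paper does not state how weighting combined the replicates, so a weighted read need not be a single sequenced read. Intervals, floors and the binomial test treat it as such. The Wilson intervals carry no pseudocount, whereas the log2 changes printed beside them do.

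The interactions in the table held 102920 weighted reads in untreated PRC1CPM cells, 70920 after OHT, 83656 in Control cells and 66102 in PRC1DEG cells. These are reads inside called interactions and not the depth of the libraries.

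The rule for naming items was fixed before the data were examined: the Nptx1 and Nkx2-2 baits, which the study used as examples; the 5 interactions at PCGF2 sites with the highest mean score over untreated PRC1CPM and Control cells, at most 1 per bait; and in each system the baits with the largest and smallest median change among those with at least 3 such interactions. A result withheld for evaluation is not reported here. Alternatives covered the score threshold, the pseudocount, a filter on low counts, centring on interactions outside PCGF2 sites, other summaries, sets of baits, distance and the matching of random lists. Those chosen after seeing the data were the summit fragment, calls by the mean score over fragments, the addition of 1 weighted read, the floor, the 2 bait sets, counting each other end once, counts summed over all fragments, selection in the other system, a background of all baits and the test of recovered reads.

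The calculations were tested on simulated reads drawn from the values of the reference libraries, in 100 simulations with 130 of 414 interactions changed. Simulated changes of -1.0 and -2.0 were returned as mean medians of -0.97 and -1.94. The binomial test called 48.7% and 68.2% of the changed interactions. Lists without any change fell below the 2.5 percentile of matched lists in 8% and 12% of simulations, so percentiles near that limit would carry little weight. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and pysam 0.24.0.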

Results

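CaptureC profiles of 24 Polycomb target gene promoters were examined in ESCs in which PRC1 had lost its catalytic activity (PRC1CPM cells after OHT) or had been removed (PRC1DEG cells after auxin), beside untreated PRC1CPM cells and the Control line. The table held 414 interactions of these baits. Of these, 130 interactions from 22 baits reached a PCGF2 site and 284 reached other sites. The Nlgn1 and Cdh11 baits had none at a PCGF2 site. Interactions at PCGF2 sites spanned a median of 951 kb (quartiles 175 and 5107 kb), whereas those at other sites spanned 392 kb. A protein-coding TSS lay inside the other end of 58 of the 130 interactions and within 5 kb of it for 110. Each group is represented by 1 value pooled from 3 replicates, so no difference below could be set against the spread between replicates.

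The number of weighted reads behind single interactions was small. At PCGF2 sites the median was 35 reads in untreated PRC1CPM cells (quartiles 8 and 188), 15 after OHT, 39 in Control cells and 12 in PRC1DEG cells. No more than 3 reads were present at 16 of the 130 interactions in untreated cells, 33 after OHT, 10 in Control cells and 42 in PRC1DEG cells.

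To ask whether contacts between Polycomb target sites depend on PRC1 catalysis, interaction scores were first compared. In untreated PRC1CPM cells the median of the mean score at PCGF2 sites was 3.60 (quartiles 2.21 and 5.42; 95% bootstrap interval over baits 2.99 to 4.02). After OHT it was 0.760 (quartiles 0 and 1.93; interval 0.272 to 1.54). The score was lower after OHT at 113 of 130 interactions (86.9%) and tied at 11. In Control cells the median was 3.78 (quartiles 2.16 and 6.05; interval 3.33 to 4.52), and in PRC1DEG cells it was 0 (quartiles 0 and 0.818; interval 0 to 0.107). Here the score was lower at 117 interactions (90.0%) and tied at 8. Of the alternatives, the score of the summit fragment moved the medians most in PRC1CPM cells, to 6.02 and 1.33, and in Control cells, to 5.14. In PRC1DEG cells the mean moved the value most, to 0.565.

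**Figure D1:**
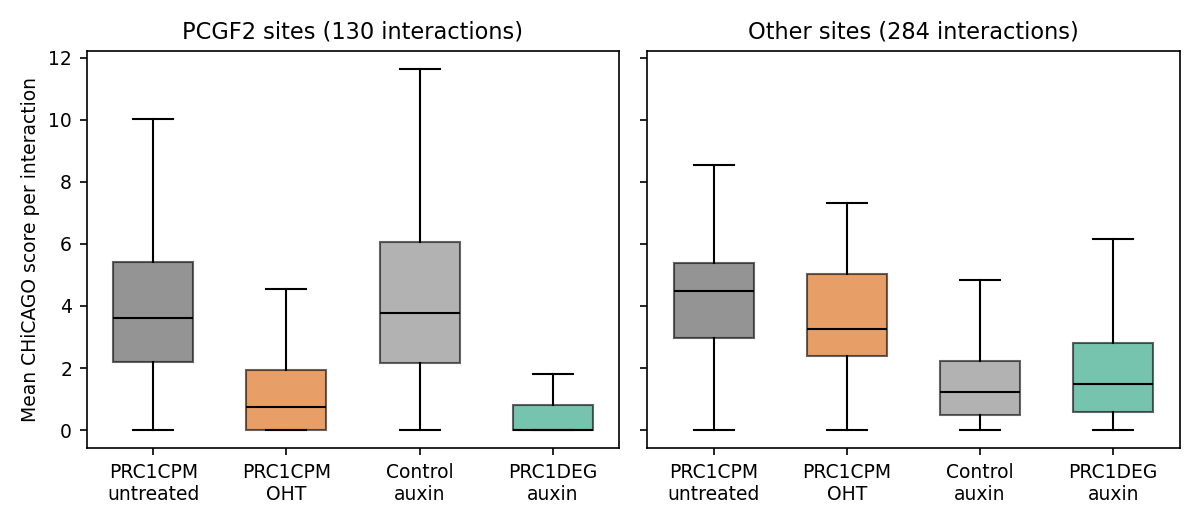
Mean CHiCAGO score per interaction (no unit) in the 4 groups at the 130 interactions with PCGF2 sites and the 284 with other sites; lines are medians, boxes are quartiles, whiskers reach the last value within 1.5 times the box height and points beyond them are not drawn. At PCGF2 sites the median is 3.60 before and 0.760 after OHT, and 3.78 in Control against 0 in PRC1DEG cells.

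At other sites of the same baits the median score was 4.47 in untreated PRC1CPM cells and 3.27 after OHT, and it was lower after OHT at 67.6% of interactions. In the auxin libraries it was 1.22 in Control and 1.47 in PRC1DEG cells, with 38.7% lower. Scores were computed separately in each experiment, and levels in PRC1CPM cells and auxin libraries are not on a shared scale.

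Normalized read counts at PCGF2 sites gave the same direction. After OHT the median log2 change was -0.91 (quartiles -1.26 and -0.59; interval -1.14 to -0.75), with a lower count at 122 of 130 interactions. In PRC1DEG cells relative to Control it was -1.79 (quartiles -2.37 and -1.07; interval -1.96 to -1.43), with a lower count at 129. Read counts summed over these interactions after OHT were 54.4% of those in untreated cells (20681 and 41526 weighted reads before normalization). In PRC1DEG cells the sum was 33.8% of that in Control cells (12688 and 34984 weighted reads). A pseudocount 10 times larger moved the medians most, to -0.57 and -1.01. With every value below 3 weighted reads set to 3, they were -0.75 and -1.32. A binomial test of the recovered weighted reads, adjusted by the Benjamini-Hochberg method, called 64 of the 130 interactions lower after OHT and 74 lower in PRC1DEG cells, and none higher. At other sites it called 13 of 284 lower and 0 higher after OHT, and 11 lower and 9 higher in PRC1DEG cells.

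The auxin libraries held 2 bait sets, taken to be normalized separately, and the changes were present in both. In the larger group of 114 interactions the median log2 change was -0.88 after OHT and -1.80 in PRC1DEG cells. In the remaining 16 interactions, from 4 baits, it was -0.99 and -1.65.

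Other interactions of the same baits served as a background. Their median log2 change was -0.17 after OHT (interval -0.27 to -0.10) and 0.09 in PRC1DEG cells (interval -0.09 to 0.23). Of 10000 random lists of 130 other-site interactions matched on read count and distance, none had a median as low as that of the PCGF2 sites in either system. The medians of these lists ranged from -0.44 to -0.09 for OHT and from -0.12 to 0.25 for PRC1DEG cells. The matched interactions had a median distance of 860 kb against 951 kb. Matching was weaker for long contacts. The upper quartile of distance was 5107 kb at PCGF2 sites and 647 kb over all other sites. Other sites reached no further than 22.8 Mb, against 51.5 Mb, so the longest contacts could not be matched closely on distance. Centring on all interactions outside PCGF2 sites, which had shifted by -0.19 after OHT and by 0.07 in PRC1DEG cells, left 121 and 129 of the 130 interactions lower.

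The design also sets loss of catalysis beside loss of the complex. For the 130 interactions the change in PRC1DEG cells minus the change after OHT had a median of -0.71 on the log2 scale (interval -0.87 to -0.46), and it was below 0 at 111 of them (85.4%). Within the bait sets the median was -0.73 (interval -0.88 to -0.44) and -0.56 (interval -1.09 to -0.38). The alternative that moved it most was the ratio of summed mean counts, which gave -0.33. At other sites the difference was 0.20 (interval 0.10 to 0.30). Across PCGF2-site interactions, which are not independent replicates, the 2 changes had a Pearson correlation of 0.125 and a Spearman correlation of 0.310. At other sites both were 0.190. The systems differ in cell line, duration of treatment and capture experiment as well as in the way PRC1 was perturbed. The change after OHT is within the same line. PRC1DEG cells are instead set against another line, Control, which lacks the Ring1a deletion and the degron. No PRC1DEG library without auxin was among the samples, so the change in PRC1DEG cells includes any effect of these alterations. Untreated PRC1CPM cells already carry the Ring1a mutations.

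**Figure D2:**
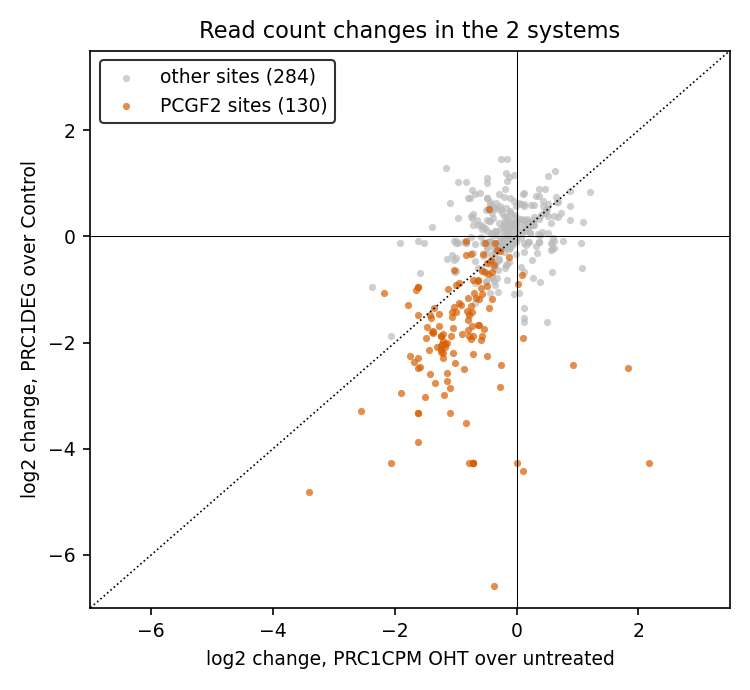
Log2 change in mean normalized read count after OHT (horizontal axis) and in PRC1DEG cells over Control (vertical axis) for each interaction with a PCGF2 site (130) or another site (284); the dotted line marks equal change. Of the PCGF2-site interactions, 111 lie below the dotted line.

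Interactions were next counted by the calling threshold. At PCGF2 sites 86 interactions were called in untreated PRC1CPM cells and 15 after OHT, of which 11 were called in both. The corresponding numbers were 69 in Control and 3 in PRC1DEG cells, and all 3 were also called in Control. At other sites 176 were called before and 109 after OHT, with only 27 in both, and 28 in Control against 30 in PRC1DEG cells, with 8 in both. A threshold of 10 moved the counts at PCGF2 sites most in the reference groups, to 22 in untreated PRC1CPM and 22 in Control cells, and left 0 after OHT and 0 in PRC1DEG cells. A threshold of 3 moved the other counts most, to 40 after OHT and 13 in PRC1DEG cells. The 3 interactions still called in PRC1DEG cells, named after their values were seen, joined the Islr2 bait to a region over Sema7a (chromosome 9, 57930088 to 57943339), the Nkx2-1 bait to a region over Nkx2-9 (chromosome 12, 56607402 to 56620012) and the Isl1 bait to an intergenic region (chromosome 13, 116704541 to 116717809). The 1 interaction with a higher count in PRC1DEG cells, likewise chosen afterwards, joined the Hoxb5 bait to an intergenic fragment 1.07 kb from the Skap1 TSS (chromosome 11, 96462923 to 96463525) and held 13 weighted reads in Control and 20 in PRC1DEG cells.

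The median change was below 0 for each of the 22 baits in both systems. It was lower in PRC1DEG cells than after OHT for 19 of them, the exceptions being Gata5, Islr2 and Pax7. Among the 16 baits with at least 3 interactions, the change after OHT was largest for Nptx1 (-1.65) and smallest for Eomes (-0.37). In PRC1DEG cells it was largest for Eomes (-3.87) and smallest for Hoxb1 (-0.86). The value for Eomes rested on 5 interactions with 45 weighted reads in Control and 11 in PRC1DEG cells. It is the value of a contact with 3 reads in Control and 0 in PRC1DEG cells, and with a floor of 3 reads the median was -0.51.

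**Figure D3:**
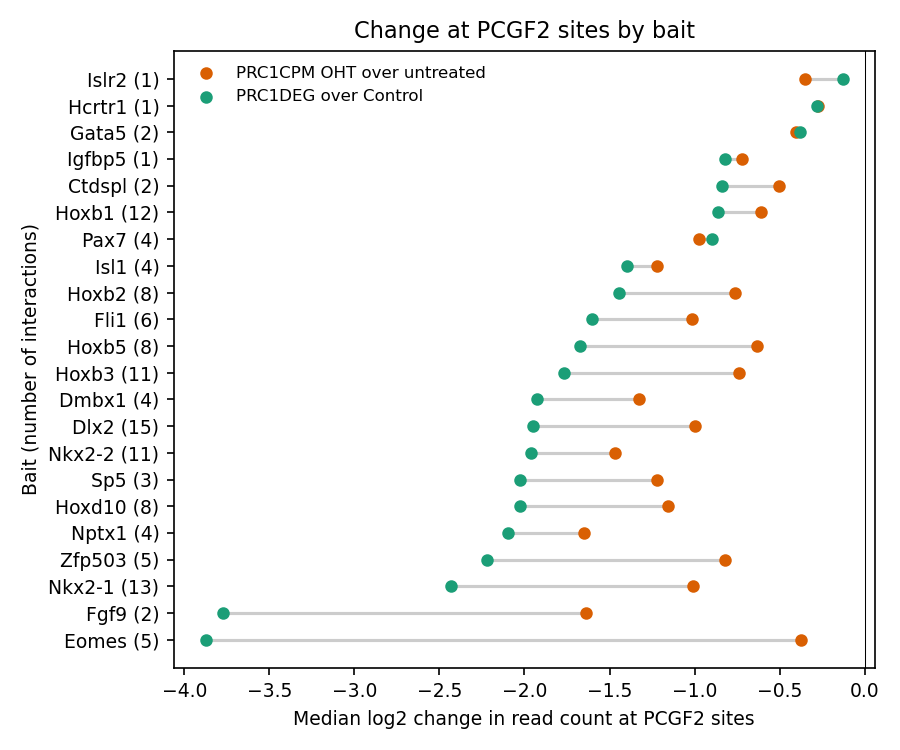
Median log2 change in mean normalized read count at PCGF2 sites for each of the 22 baits, with the number of interactions in brackets; orange points are OHT over untreated PRC1CPM cells and green points are PRC1DEG over Control. Green points lie to the left of orange points for 19 baits.

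The Nptx1 bait (chromosome 11, 119547651 to 119547929, over the Nptx1 TSS and 5′ UTR) had 4 interactions at PCGF2 sites. The interaction with the region over Cbx8 (119033887 to 119046022) held 261 weighted reads in untreated cells and 81 after OHT. In Control cells it held 255 reads, against 69 in PRC1DEG cells. Its log2 change was -1.50 after OHT (95% Wilson interval -1.92 to -1.20) and -1.91 in PRC1DEG cells (interval -2.37 to -1.60).

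The Nkx2-2 bait (chromosome 2, 147185640 to 147186419, over the TSS and coding sequence of Nkx2-2) had 11 such interactions, with a median change of -1.47 after OHT and -1.96 in PRC1DEG cells. All 11 were lower in both systems. Its interaction with a region over Foxa2 (148030001 to 148051985, 855 kb away, 49 fragments) had the highest mean score of all PCGF2-site interactions over untreated PRC1CPM and Control cells. The score was 9.59 in untreated cells, 1.51 after OHT, 11.1 in Control and 0.0299 in PRC1DEG cells. Weighted reads numbered 931, 218, 905 and 115, and the log2 change was -1.90 (interval -2.18 to -1.75) and -2.95 (interval -3.35 to -2.79). Of the remaining interactions, 3 fragments more than 30 Mb away, between 116551116 and 116557130, held at most 4 reads in untreated cells and 6 in Control, and 0 in PRC1DEG cells.

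**Figure D4:**
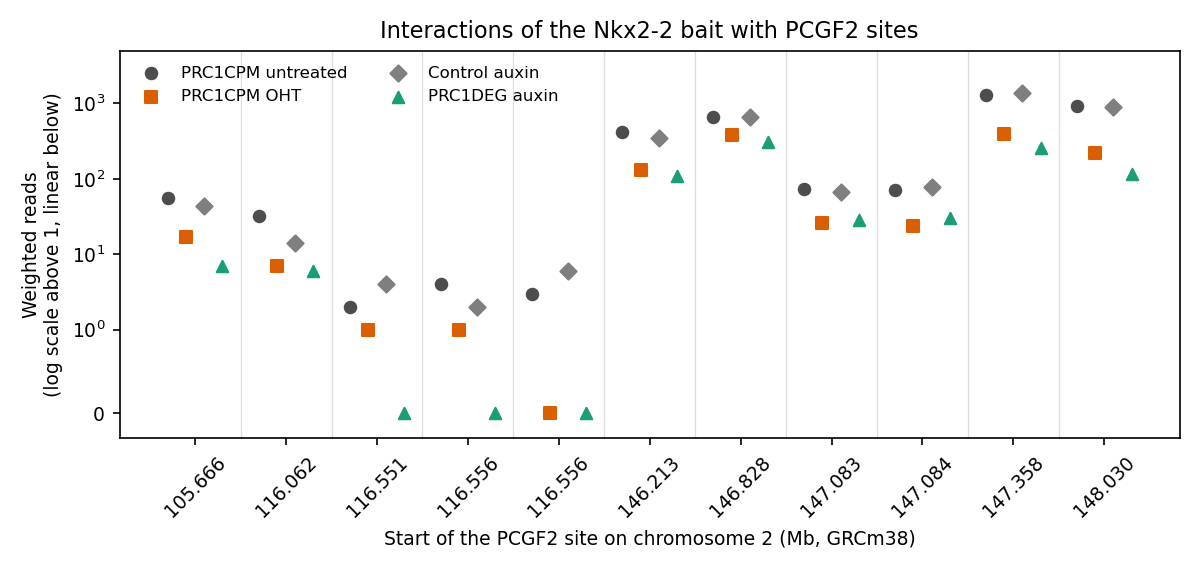
Weighted reads (vertical axis, log scale above 1 and linear below) in the 4 groups at the 11 PCGF2 sites contacted by the Nkx2-2 bait, ordered by start on chromosome 2 (Mb, GRCm38; equal spacing, not to scale). The Foxa2 region at the right falls from 931 to 218 reads after OHT and from 905 in Control to 115 in PRC1DEG cells.

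Of the other 4 interactions ranked by score, that of the Nkx2-1 bait with a region over Sstr1 (chromosome 12, 58211214 to 58214399) changed from 35 to 13 weighted reads after OHT, a log2 change of -1.20 (interval -2.20 to -0.40). It went from 46 reads in Control to 5 in PRC1DEG cells, a change of -2.98 (interval -4.59 to -2.01). The Isl1 bait contacted an intergenic fragment 0.668 kb from the Parp8 TSS (chromosome 13, 117026190 to 117027085) with 14 and 6 reads before and after OHT and 16 and 6 in the auxin libraries. The Dlx2 bait contacted an intergenic fragment 0.156 kb from the Sp5 TSS (chromosome 2, 70473999 to 70474767) with 8 and 4 reads before and after OHT. This contact had 13 reads in Control and 1 in PRC1DEG cells, with a Wilson interval of the log2 change from -6.38 to -1.22. The Pax7 bait contacted an intronic fragment of Nbl1 (chromosome 4, 139091946 to 139092472) with 13 and 6 reads, and 14 and 8 in the auxin libraries. For these 3 contacts the Wilson interval of the change after OHT included 0, so a difference was not detectable from these weighted reads. In the auxin libraries this also held for the Pax7 contact.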

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

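The test in this part was chosen after the result had been seen. The comparisons in the report use the 24 named baits, but the table also holds 428 interactions of 20 baits outside that list, none of which overlaps a RING1B and PCGF2 site. They include 27 interactions, from 14 of these baits, that reach a PCGF2 site, and each of the 27 was called in at least 1 group. Of the 27, 15 were called in untreated PRC1CPM cells and 3 in Control. At PCGF2 sites of the named baits, 86 and 69 of 130 were called. Their median log2 change was -0.22 after OHT (bootstrap interval -0.41 to -0.17), close to -0.21 for the 401 contacts of the same baits with other sites. In PRC1DEG cells it was 0.12 (interval 0.03 to 0.19), against 0.06 at their other sites and -1.79 at PCGF2 sites of the named baits. Too few reads to show a fall is argued against, because the interval in PRC1DEG cells lies above the median of the named baits, and the median contact held 29 weighted reads in untreated cells and 18 in Control, compared with 35 and 39. A candidate explanation is that a PCGF2 site at 1 end alone does not make a contact depend on PRC1. Most of the 27 did not pass the calling threshold in Control, so whether they exceed the reads expected at their distance there also remains open. Differences in the strength of PCGF2 binding at the contacted sites were not tested and remain open, and all 27 contacts span no more than 1.08 Mb.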

How the results depend on the processing

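The main settings and most alternatives were fixed before the data were examined; those chosen after seeing the data are named as such in the processing summary. None of the results at PCGF2 sites changed direction under the alternatives that were run. At other sites, centring took the share of interactions lower after OHT from 66.9% to 47.5%, which follows from its construction, since these interactions are among those it centres on. Of 109 alternative values for the main results, 79 stayed within the bootstrap interval over baits or within 1.5 times the main count. The other 30 moved outside it. The 79 include the percentiles among random lists, which are insensitive to small shifts.

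For scores, taking the summit fragment gave medians of 6.02 in untreated PRC1CPM and 5.14 in Control cells. The smaller bait set gave 4.69 in Control and 0.186 in PRC1DEG cells, where the mean in place of the median gave 0.565. For the median log2 change after OHT, the larger pseudocount gave -0.57, the filter at the lower quartile -0.74, centring -0.72, the ratio of summed means per fragment -0.72 and the floor of 3 weighted reads -0.75. The same settings without centring gave -1.01, -1.17, -1.05 and -1.32 in PRC1DEG cells. The difference between the systems was -0.43 with the larger pseudocount, -0.36 with the filter, -0.33 as a ratio of summed means per fragment, and -0.97 both with centring and as a mean. Counts summed over all fragments, which give more weight to wide interactions, gave -0.88, -1.56 and a difference of -0.69, inside the intervals. A floor shrinks ratios of low counts by construction. A larger pseudocount shrinks ratios of low mean counts per fragment, which includes wide interactions with many reads. For the Nkx2-2 contact with Foxa2 it moved the change from -1.90 to -1.47 after OHT and from -2.95 to -2.23 in PRC1DEG cells. For the other settings the cause was not tested.

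A threshold of 10 left 22 calls at PCGF2 sites in untreated PRC1CPM cells, 0 after OHT, 22 in Control and 0 in PRC1DEG cells, and a threshold of 3 gave 40 after OHT and 13 in PRC1DEG cells. With the mean score over fragments the calls were 40 in untreated cells, 2 after OHT and 0 in PRC1DEG cells. These shifts follow from the criterion itself. The test of recovered reads called 64 interactions lower after OHT and 74 in PRC1DEG cells, fewer than the 122 and 129 with a lower count, and simulated changes of -1.0 and -2.0 were called at 48.7% and 68.2% of interactions. The percentile among random lists was 0 in both systems with matching on distance alone, on read count alone, and with all baits as background. A percentile of 0 is the lowest possible and is insensitive to small shifts. The median at PCGF2 sites minus that of the lists was -0.68 after OHT in the main matching. It was -0.74, -0.69 and -0.65 in these alternatives. In PRC1DEG cells it was -1.73, against -1.78, -1.72 and -1.76. Among values for single interactions and baits, 16 of 44 moved and none reversed. The largest such shift was that of the Eomes bait in PRC1DEG cells, from -3.87 to -0.51 with the floor.

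The class of all RING1B peaks was not run, since the table marks only sites with both proteins. No paired analysis was possible because the columns pool the 3 replicates of each group and carry no replicate number, so neither a replicate block nor leaving out replicates was run. Depth also limits single interactions. In PRC1DEG cells 42 of 130 had no more than 3 weighted reads, so the size of their fall cannot be given.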

Other observations

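In this part, the tests of a scale factor, of bait sets, of the floor, of distance with a read minimum or without Hox baits, and of call numbers against depth were chosen after the result had been seen. The tests of selection were chosen after the data and the falls themselves had been seen, though before their own values. For the tests of proximity, of selection at other sites and of call numbers, the verdict of the written criterion was set aside after the value was seen, and all 3 are left open.

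All but 8 of the 842 interactions were called in at least 1 of the same libraries, so a fall from the reference library may in part be regression from chance high counts. Selection in the other system avoids this. The 69 interactions at PCGF2 sites called in Control cells had a median log2 change of -0.95 after OHT (interval -1.14 to -0.75), against -0.21 for other sites called in Control. The 86 called in untreated PRC1CPM cells had a median change of -1.68 in PRC1DEG cells (interval -1.84 to -1.34), against 0.05 for other sites. The 34 called in Control and in neither PRC1CPM library had -0.72 after OHT (interval -0.83 to -0.53), but on few reads. That median equals the value of a contact with 2 weighted reads in untreated cells and 1 after OHT. The 35 called in Control but not in untreated cells had a median of 6 weighted reads in untreated cells. The set of 34 therefore carries less weight. A single scale factor between libraries is also argued against, since the medians centred on other sites of the same baits were -0.74 (interval -0.97 to -0.58) after OHT and -1.89 (interval -2.06 to -1.52) in PRC1DEG cells. Biological dependence of these contacts on PRC1 and on its catalysis remains a hypothesis, because replicate variation could not be measured.

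The study described the effect of catalytic loss as highly comparable to removal of PRC1, whereas in this table the fall was larger in PRC1DEG cells. Selection in the auxin libraries does not account for it: among the 55 interactions called in PRC1CPM cells and in no auxin library the median difference was -0.49 (interval -0.80 to -0.30). Neither do the 2 bait sets, as the smaller set gave -0.56 with an interval below 0, nor low counts, as a floor of 3 reads gave -0.64 (interval -0.67 to -0.41). The size does depend on which interactions are used, however. The 34 called in auxin libraries alone gave -1.18 (interval -2.20 to -0.79), so selection may add to it, and the 58 with counts above the lower quartile gave -0.36 (interval -0.45 to -0.20). Counts in Control were also above those in untreated PRC1CPM cells, by a median of 0.46 on the log2 scale, so the references differ at these sites. Remaining contacts after OHT could reflect catalysis-independent PRC1 that stays bound, but the cell line, the 72 h against 6 h of treatment and the separate experiments differ in the same way and cannot be told apart from it here. The same holds for the Ring1a deletion and the degron, which PRC1DEG cells carry and Control cells do not.

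Contacts over shorter distances kept more reads in PRC1DEG cells. Across the 130 interactions, which are not independent, the Spearman correlation of distance and log2 change was -0.582 (interval -0.666 to -0.452). At other sites it was -0.0186 (interval -0.187 to 0.186). After OHT the correlation at PCGF2 sites was -0.221 (interval -0.380 to 0.00984), close to -0.132 at other sites (interval -0.264 to 0.000865). Distances at other sites covered a narrower range (quartiles 257 and 647 kb, against 175 and 5107 kb). Correlations in the 2 classes are therefore not directly comparable. Low counts at long distance are argued against, because among 80 interactions with at least 20 reads in Control the correlation was -0.573 (interval -0.679 to -0.391). The Hox clusters alone are argued against too, as it was -0.470 (interval -0.568 to -0.321) without Hox baits. After OHT, it was -0.427 (interval -0.560 to -0.224) among 79 interactions with at least 20 reads in untreated cells, but -0.0247 (interval -0.276 to 0.170) without Hox baits. A floor of reads from proximity alone may explain the trend. Scores, which discount the reads expected at each distance, would then fall to a similar share everywhere. Up to 100 kb the median score after OHT was 61.4% of the untreated median (interval 45.6% to 80.0%), against 13.5% beyond (interval 5.66% to 25.5%), and in PRC1DEG cells it was 44.9% of the Control median (interval 16.9% to 69.8%), against 0% beyond (interval 0 to 0.444%). By the criterion written beforehand this argues against proximity. It is left open because 16 of the 19 short contacts belong to Hox baits, they hold many more reads, and scores are not proportional to reads.

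Calls overlapped little between untreated PRC1CPM and Control cells. Of the PCGF2-site interactions, 34 were called in both, 52 in untreated PRC1CPM cells alone and 35 in Control alone, although read counts at all 130 correlated closely (Pearson 0.922 on the log2 scale, across interactions). A possible source is calls that rest on few weighted reads, most clearly for calls in Control alone. Those called in 1 line alone had a median of 20 weighted reads in the calling line (quartiles 5 and 93.5). For those called in both it was 190. The median was 30.5 for the 52 called in untreated cells alone and 11 for the 35 called in Control alone. The 9 called in neither line had a median of 120 reads in untreated cells and 84 in Control. Few reads are therefore not the only reason for a missing call. At the summit fragment, 17 of 86 calls in untreated cells and 18 of 69 in Control rested on no more than 5 reads. Calls also used 1 summit fragment per interaction, so a high score on another fragment was not counted. The Hoxd10 contact at 116558433 to 116561952 on chromosome 2 had a mean score of 10.26 in Control but a summit score of 0. How far this lowers the overlap was not tested. No biological difference between the lines was tested.

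Other sites were called 176 times in untreated PRC1CPM cells and 28 times in Control, although their normalized counts differed by a median of only -0.03 on the log2 scale. After OHT, 23103 weighted reads at these sites went with 109 calls, while 21997 reads in Control went with 28 and 23493 in PRC1DEG cells with 30. Reads inside interactions are not the depth of a library, so depth remains open. At PCGF2 sites the gap in calls was smaller, with 86 in untreated PRC1CPM cells and 69 in Control. Normalized counts at these sites were higher in Control, by a median of 0.46 on the log2 scale, so this comparison cannot decide on depth either. Differences in the background model that CHiCAGO fitted to each experiment were not tested.

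Other sites were also slightly lower after OHT (-0.17) and not in PRC1DEG cells (0.09). If selection on the untreated library were the source, those called in auxin libraries alone would show no fall. Their median was -0.016 (interval -0.18 to 0.11, 25 interactions), and that of the 233 called in PRC1CPM cells alone was -0.21 (interval -0.31 to -0.11). By the criterion written beforehand, a median near 0 favours selection. However, the set called in auxin libraries alone leaves out sites called in PRC1CPM cells, which favours chance low counts in untreated cells. A median near 0 could therefore arise with or without a real fall. Against selection, the 28 called in Control, whatever their score in PRC1CPM cells, had -0.21 (interval -0.37 to -0.16). The 30 called in PRC1DEG cells had -0.05 (interval -0.16 to 0.06), and the 50 called in either auxin library had -0.13 (interval -0.19 to -0.02). Among these sets, chosen without regard to PRC1CPM calls, the interval for PRC1DEG calls included 0 and the others did not. Selection and a real shift therefore cannot be told apart with so few interactions.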
